# Natural variation in the expression of *ORGANIC CATION TRANSPORTER 1* affects root length responses to cadaverine in *Arabidopsis*

**DOI:** 10.1093/jxb/eru444

**Published:** 2014-11-16

**Authors:** Allison K. Strohm, Laura M. Vaughn, Patrick H. Masson

**Keywords:** *Arabidopsis*, cadaverine, natural variation, polyamines, roots, transporter.

## Abstract

Polyamines, including cadaverine, are organic cations that affect numerous biological processes including transcription, translation, cell signalling, and ion channel activity. They often function in biotic and abiotic stress responses in plants. Because little is known about how plants respond to cadaverine, a quantitative natural variation approach was used to identify genetic factors that contribute to this response. Here it is shown that *Arabidopsis thaliana* accessions have varying root length responses to exogenous cadaverine: Cape Verde Islands (Cvi) was one of the most resistant accessions tested, whereas Landsberg *erecta* (L*er*) was one of the most sensitive. Recombinant inbred lines, near isogenic lines, and a microarray were used to show that variation in *ORGANIC CATION TRANSPORTER 1* (*OCT1*) is at least partially responsible for this difference. *OCT1* expression was higher in Cvi than in L*er*, and *oct1* mutants were more sensitive to cadaverine than wild-type plants. In *oct1* mutants transformed with an ectopic copy of *OCT1* originating from either Cvi or L*er*, the expression level of the transgene, not its accession, correlated with the cadaverine response. These results suggest that decreased *OCT1* expression confers cadaverine sensitivity in some accessions.

## Highlight

How the polyamine cadaverine alters plant development is poorly understood. Here it is shown that natural variation in *ORGANIC CATION TRANSPORTER 1* affects root length sensitivity to exogenous cadaverine.

## Introduction

Polyamines are organic cations that are prevalent in both prokaryotes and eukaryotes. Putrescine, spermidine, and spermine are the most common polyamines in plants, although thermospermine and cadaverine have also been found in many species including *Arabidopsis thaliana* (Shevyakova *et al.*, 2001; Knott *et al.*, 2007). Polyamines exist both as free molecules and as conjugates to other small molecules, mainly hydroxycinnamic acids, or proteins (Bagni and Tassoni, 2001). Both free and conjugated polyamines are important for cellular processes including cell growth, cell division, transcription, translation, and cell death. Their positive charges allow for interactions with nucleic acids, lipids, and proteins, which affect the activities and stabilities of these molecules (for a review, see Hussain *et al.*, 2011).

Polyamines accumulate in certain plant tissues under many abiotic stresses including drought, salt, osmotic, and temperature stress, which all result in metabolic reprogramming and modifications to growth (Cuevas *et al.*, 2008; Alet *et al.*, 2011; Wang *et al.*, 2011). Polyamines may protect against these stresses in several ways, including by altering gene expression, increasing the activities of antioxidant enzymes, and altering the cellular accumulation of ions (Liu *et al.*, 2000; Takahashi *et al.*, 2003; Tang and Newton, 2005). They may also function as signals that regulate cross-talk between hormonal pathways during stress responses (Obata and Fernie, 2012). Though essential for proper development, and beneficial at higher levels during stress, catabolism of polyamines produces H_2_O_2_ (Tisi *et al.*, 2011). Although it is toxic, H_2_O_2_ also diffuses to nearby tissues where it activates various responses (Neill, 2002). To balance these effects, polyamine synthesis, degradation, localization, and conjugation must be tightly controlled.

Five potential *Arabidopsis* POLYAMINE UPTAKE TRANSPORTER (PUT) proteins were identified based on sequence similarity to known polyamine transporters in *Leishmania major* and *Trympanosoma cruzi* (Mulangi *et al*., 2012*a*, *b*). When expressed in the polyamine uptake-deficient *Δagp2 Saccharomyces cerevisiae* mutant (Aouida *et al.*, 2005), these proteins partially restored sensitivity to the polyamine analogue paraquat as well as to putrescine and spermidine. They also partially restored putrescine and spermidine uptake into the cells (Mulangi *et al.*, 2012*a*). PAR1/PUT2 has subsequently been shown to localize to the Golgi where it is required for the subcellular localization of paraquat in the chloroplast (Li *et al.*, 2013). *RMV1*/*PUT3* has been shown to be plasma membrane associated and to function in paraquat, putrescine, spermidine, and spermine uptake in *Arabidopsis* (Fujita *et al.*, 2012). However, cadaverine transport by these proteins was not tested.

Less is known about cadaverine compared with the other polyamines. It is synthesized from lysine and therefore not directly derived from the polyamine putrescine, unlike spermidine, spermine, and thermospermine. Cadaverine is produced by some soil bacteria and yeast, possibly contributing to rhizosphere–root signalling (Perrig *et al.*, 2007; Cloete *et al.*, 2009). Exogenous cadaverine affects root development in several ways: it increases adventitious root growth in pine trees, lateral root formation in soybeans, and root weight in rice (Gamarnik and Frydman, 1991; Niemi *et al.*, 2002; Cassán *et al.*, 2009), whereas it shortens primary roots in soybeans (Gamarnik and Frydman, 1991).

Cadaverine levels and localization change upon exposure to stress. This molecule accumulates dramatically upon oxidative stress in rape leaves and upon drought stress in peppers (Aziz *et al.*, 1997; Sziderics *et al.*, 2010). In the ice plant, salt stress causes cadaverine to accumulate in true leaves (Kuznetsov *et al.*, 2007), and heat shock stimulates cadaverine transport away from the heated tissue (Shevyakova *et al.*, 2001). Cadaverine also confers protection against stress. It induces stomatal closure, a common stress response, in fava beans (Liu *et al.*, 2000), and it prevents decreases in root and shoot weight upon oxidative stress in rice (Cassán *et al.*, 2009).

Despite its profound impacts on overall cellular homeostasis and plant growth under stressful conditions, the underlying mechanisms that explain how cadaverine alters plant growth and development are still unknown. To address this gap, natural variation in root length sensitivity to exogenous cadaverine was examined, and *ORGANIC CATION TRANSPORTER 1* (*OCT1*, *AT1G73220*) was identified as an important quantitative trait locus (QTL) involved in this response.

## Materials and methods

### Plant materials

QTL analysis used the following stocks from the Arabidopsis Biological Resource Center (Columbus, OH, USA): Cape Verde Islands (Cvi; CS8580), Landsberg *erecta*-2 L*er*-2; CS8581), and a population of Cvi/L*er* recombinant inbred lines (RILs; CS22000). This population consists of 162 individual RILs that were genotyped at 293 marker loci (Alonso-Blanco *et al.*, 1998). The near isogenic lines (NILs) LCN1-12, -15, -14, -21, -22, and -28 (N717058, N17060, N17061, N17067, N17068, and N17074) (Keurentjes *et al.*, 2007) were obtained from the Nottingham Arabidopsis Stock Center (Nottingham, UK). An-1 (CS22626), Bs-1 (CS6627), Knox-18 (CS22567), Sq-8 (CS22601), Ull2-3 (CS22587), and Wei-0 (CS22622) seed came from the Arabidopsis Biological Resource Center. The *oct1-1* mutant and *oct1-1* [35S_pro_:OCT1^WS^] transgenic lines were provided by Christine Lelandais-Briere (Lelandais-Brière *et al.*, 2007).

### Growth conditions

The seeds were sterilized by washing them with 95% ethanol. Except where noted in the text, they were plated on half-strength buffered Linsmaier and Skoog medium containing micro- and macronutrients, vitamins, and 1.5% sucrose (Caisson Laboratories, North Logan, UT, USA) that was supplemented with 1.5% agar type E (Sigma-Aldrich, St. Louis, MO, USA) and polyamines (Sigma-Aldrich) as required. The seedlings were stratified for 2–8 d and grown in either a Conviron TC16 growth chamber or an Enconair (now BioChambers, Winnipeg, Manitoba, Canada) Controller 6000 growth chamber for each experiment. Both chambers were set at 22 °C and a 16h light/8h dark cycle, and the light intensity was 50–70 μmol m^–2^ s^–1^ and provided by cool-white fluorescent bulbs (Grainger, Lake Forest, IL, USA).

### Root length measurements

Seedling images were taken from the backs of the plates using a scanner (Epson, Suwa, Nagano Prefecture, Japan). Root length was measured using the segmented line tool in NIH Image (publically available at http://rsb.info.nih.gov/nih-image/) or the Neuron J plugin (Meijering *et al.*, 2004) for Image J (Schneider *et al.*, 2012).

### Microscopy

To calculate cell length, the cell walls were stained by transferring the seedlings to 10 μg ml^–1^ propidium iodide (Sigma-Aldrich) for ~20min. Imaging was conducted using a Zeiss LSM 510 Meta Confocal microscope (Zeiss, Thornwood, NY, USA), and cell length measurements were performed in Adobe Photoshop.

### QTL mapping

Plants were grown at a 30 ° tilt for 6 d on media with or without cadaverine. A concentration of 50 μM cadaverine was used in trial 1, and 100 μM cadaverine was used in trial 2. The mean root length value on medium containing cadaverine was subtracted from the mean value on control medium and then divided by the mean on control medium. This number was subtracted from 1, and this ratio, along with genotypic data for each RIL (Alonso-Blanco *et al.*, 1998), was entered into WinQTL Cartographer version 2.5 (Wang *et al.*, 2010) and the r/qtl package in R (http://www.r-project.org). For WinQTL Cartographer, maps were created using the Kosambi map function. During composite interval mapping, the model incorporated a 0.5 step rate with a 1.0 cM window size and 10 control markers. LOD thresholds were determined by 1000 permutations. In r/qtl, the function ‘scanone’ was used for interval mapping, and ‘scantwo’ was used to generate the two-dimensional plot. Significance levels were determined by 1000 permutations, implementing the EM algorithm. Fine mapping of the NILs was performed using standard methods and the primers listed in Supplementary Table S1 available at *JXB* online.

### RT–PCR and qRT-PCR

Approximately 24 seedlings were grown at a 30 ° backward tilt at staggered times for each biological replicate on medium containing no cadaverine unless otherwise indicated. Whole roots from 7-day-old seedlings were dissected and immediately frozen in liquid nitrogen. RNA was prepared using an RNeasy Plant Mini Kit (QIAGEN, Venlo, The Netherlands) and stored at –80 ºC until use, typically within a few days. RNA samples were treated with RQ1 DNase (Promega, Madison, WI, USA) according to the instructions. The ratios at absorbencies of 260 to 280 and at 260 to 230 as well as gel electrophoresis were used to verify RNA quality. Poor quality samples were not used for subsequent experiments. RNA concentrations were determined using a NanoDrop 2000 (Thermo Scientific, Waltham, MA, USA).

For reverse transcription–PCR (RT–PCR), cDNA was made using the iScript™ cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). For quantitative real-time PCR (qRT-PCR), cDNA synthesis and qRT–PCR were done simultaneously using a qScript™ One-Step qRT-PCR Kit (Quanta Biosciences, Gaithersburg, MD, USA). The samples were run on a LightCycler^®^ 480 Real Time-PCR System (Roche Applied Science, Basel, Switzerland). Each 6 μl reaction contained RNA at a final concentration of 2ng μl^–1^ and each primer at a concentration of 0.65 μM. Other components were included at the concentrations defined by the kit. Control reactions without reverse transcriptase were included and did not yield any detectable expression. Cycling conditions were 49 ºC for 10min, 95 ºC for 5min, and 45 cycles of 95 ºC for 5 s, 55 ºC for 15 s, and 72 ºC for 10 s. Melt curves were used to verify specificity. Four technical replicates were performed for each sample for each biological replicate, and three biological replicates were performed. LinRegPCR was used to analyse the data (Ramakers *et al.*, 2003).

The primers used to amplify *OCT1* were: 1F (5′ GTGGCTGTT CCTTCCACACT 3′), 1R (5′ AAAGGCCGTGACGAAAGTTA 3′), 2F (5′ CATCCTCGACAGCGTATGAC 3′), 2R (5′ CCTTC CTAACGCAACTAGCA 3′), 3F (5′ TTTGGTGTTGCATCAGTG CT 3′), and 3R (5′ CGGAGCGTTTCGAGTTTCT 3′). 4R (5′ CGTGAAATGCGTGTTGAAAG 3′) was used to detect possible transcript that extended into the T-DNA region. Primers 3F and 3R as well as 5′ CCTCTTGGATACGCGGTTT 3′ and 5′ CAAGA AGCCATCGAGGAGAC 3′ were used for *OCT1* qRT–PCR. Primers used to amplify the reference gene At1g58050 (Czechowski *et al.*, 2005) were: 5′ CCATTCTACTTTTTGGCGGCT 3′ and 5′ TCAATGGTAACTGATCCACTCTGATG 3′. This reference gene was chosen due to its consistent expression and its similar expression level to *OCT1* (Czechowski *et al.*, 2005)

### Transgenic constructs

Genomic DNA from Cvi and L*er* was used to amplify the region extending from 2079 bases before the start codon through to 417 bases after the stop codon of *OCT1*. This region was cloned in between the attL1 and attL2 sites in the Gateway entry vector pENTR/D-TOPO (Life Technologies, Madison, WI, USA). An LR reaction was performed to transfer this region into the binary vector pMDC99 (Curtis and Grossniklaus, 2003; Xu and Li, 2008). The constructs were sequenced and transformed into plants using the *Agrobacterium*-mediated floral dip method (Clough and Bent, 1998). T_3_ seedlings likely to all carry the transgene as determined by antibiotic resistance were used in all experiments (Harrison *et al.*, 2006).

## Results

### *Arabidopsis* accessions vary in their root length responses to cadaverine

As a first step toward identifying genes involved in root growth responses to exogenous cadaverine, seedlings of eight *Arabidopsis* accessions were grown on media containing 0, 100, and 500 μM cadaverine. A decrease in root length between control and increasing cadaverine treatments was observed for all accessions tested (Fig. 1A). Alterations in root waving and skewing and an increase in adventitious and lateral root emergence were also noticed in most accessions (Supplementary Fig. S1 at *JXB* online). In terms of root length, Cvi-1 and Knox-18 were some of the most resistant accessions to cadaverine, whereas L*er*-2 was one of the most sensitive (Fig. 1A, B).

**Fig. 1.**
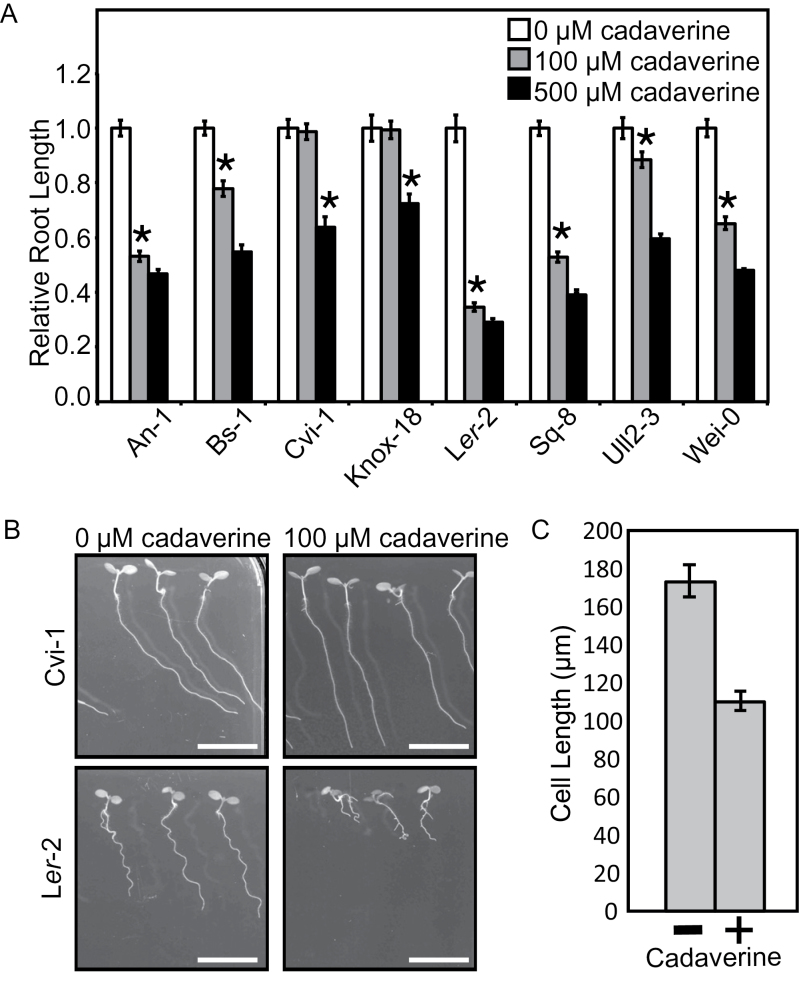
*Arabidopsis* accessions show varying root length inhibition responses to exogenous cadaverine. (A) Seedlings were grown vertically for 3 d and then at a 30 ° backward tilt for another 3 d. Average root length on control medium was set to 1. Absolute average root lengths on control medium were 1.4, 1.6, 2.5, 2.1, 2.1, 2.3, 2.0, and 2.3cm in the accessions as shown from left to right. The asterisk indicates the first cadaverine concentration corresponding to a significantly shorter root compared with control medium (*P*<0.05, Student’s *t*-test). Error bars indicate ±SE, and *n*=12–27. (B) Images of Cvi-1 (top) and L*er*-2 (bottom) seedlings growing on media without (left) and with (right) 100 μM cadaverine. The white scale bar is 1cm. (C) Average length of epidermal cells in the mature root zone from seedlings grown vertically for 7 d on either control medium or medium containing 100 μM cadaverine. Error bars indicate ±SE, and *n*=11–18.

To determine whether the effect of cadaverine on root length was due to reduced cell elongation or division, the length of the epidermal cells in the mature root zone of L*er* seedlings grown on media containing 0 μM or 100 μM cadaverine was measured. It was found that although L*er* roots were only ~35% as long on this concentration of cadaverine as on control medium (Fig. 1A), the average cell length of the seedlings on the medium containing cadaverine was ~64% of that of seedlings on control medium (Fig. 1C). This suggests that the reduction in root length is probably due to a combination of reduced cell elongation and division.

### A QTL on chromosome 1 affects root length responses to cadaverine

Due to the large difference between Cvi and L*er* in root growth responses to exogenous cadaverine, a QTL study was performed with a group of RILs created from the two accessions. Other pairs of accessions would have been equally interesting to use for QTL analysis but, at the time this experiment was initiated, the Cvi×L*er* population was the available population created from accessions with the most differing cadaverine responses. These RILs were previously characterized for genotypic contribution from the two parental lines along the five chromosomes (Alonso-Blanco *et al.*, 1998). For both the parental lines and the RILs, root growth on medium containing cadaverine compared with growth on control plates lacking this compound was quantified. RIL mean root length ratios showed transgression with respect to the parental means (Fig. 2A). Furthermore, growth on 0 μM and 50 μM cadaverine displayed broad sense heritability values of 0.46 and 0.56, respectively. Taken together, these results indicate that this population is well suited for QTL mapping of root growth responses to exogenous cadaverine.

**Fig. 2.**
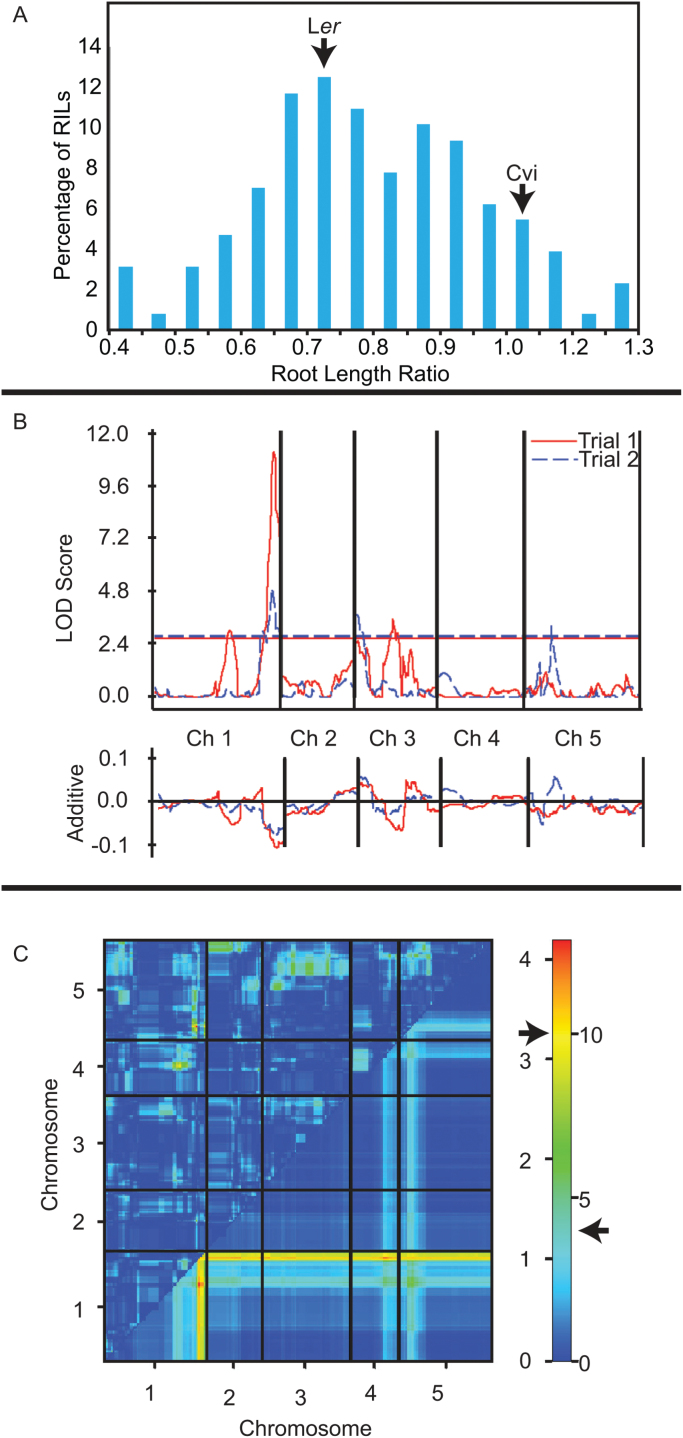
QTL analysis of root length responses to cadaverine in the Cvi/L*er* RIL population. (A) Histogram showing root length ratios for the RILs on 100 μM cadaverine compared with control medium. (B) Composite interval mapping analysis for the root length ratio. The top portion of the graph gives the LOD score across each chromosome. The LOD significance threshold is shown as a horizontal line across the graph. The bottom graph shows the additive value toward the phenotype of each genomic region with respect to the L*er* allele. (C) Two-dimensional QTL scan for the root length ratio from trial 1. The *x*- and *y*-axes represent positions along each chromosome. The region of the plot below the diagonal gives the additive QTL model, while the region above the diagonal shows epistatic interactions. A scale relating colour to LOD score is provided on the right of the heat map. Numbers on the left of this scale represent LOD scores for the epistatic portion of the plot, whereas those on the right represent scores for the additive model. The arrows indicate the significance thresholds for the epistatic (left) and additive (right) portions of the plot.

Using both composite interval mapping and a 2D scan approach, a strong QTL for relative root growth response to cadaverine was identified at the end of chromosome 1 in two independent trials (Fig. 2B). The additive portion of the QTL graph (Fig. 2B, bottom) predicts that having a L*er* allele at this location results in a shorter root upon cadaverine treatment compared with a Cvi allele. No epistasis was observed between this QTL and other parts of the genome (Fig. 2C).

### Near isogenic lines confirm the chromosome 1 QTL

Six NILs with Cvi introgression of varying segments of chromosome 1 within an otherwise L*er* background (Keurentjes *et al.*, 2007) were used to confirm the root length QTL. The four LCN1 lines that contain a Cvi introgression at the end of chromosome 1 showed greater, more Cvi-like resistance to cadaverine than LCN1-12 and LCN1-22, the NILs that do not contain a Cvi introgression in this region (Fig. 3). The L*er* to Cvi breakpoints in these lines were fine-mapped, and the candidate region was narrowed to a 5.3Mb interval at the end of chromosome 1 (primers shown in Supplementary Table S1 at *JXB* online).

**Fig. 3.**
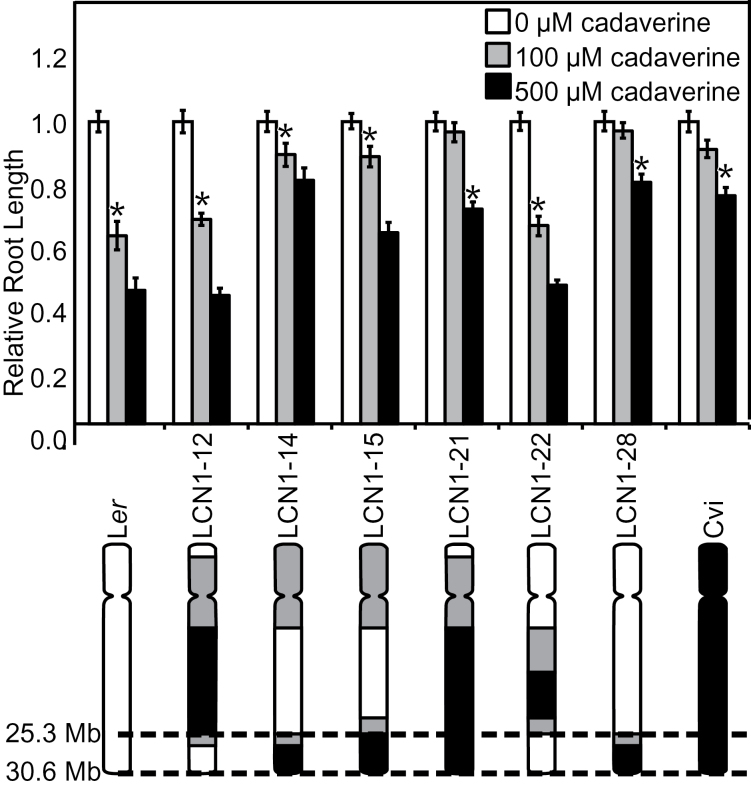
Cadaverine root length responses of chromosome 1 NILs and fine mapping. Relative root lengths on media containing 0, 100, and 500 μM cadaverine are shown. Plants were grown at a 30 ° backward tilt for 6 d. The average root length on control medium was set to 1. Absolute average root lengths on control medium were 1.0, 1.2, 1.2, 1.2, 1.1, 1.2, 1.1, and 1.1cm in the lines as shown from left to right. The asterisk indicates the first concentration on which the root length was significantly different from the length on control medium (*P*<0.05, Student’s *t*-test). Error bars indicate ±SE, and *n*=18–34. In the diagram of chromosome 1 NILs (bottom), white bars are L*er* chromosomal regions, black bars are Cvi regions, and grey bars indicate regions in which the breakpoint is undetermined. The parallel dashed lines flank the probable region of a locus controlling root length responses to cadaverine. Accession breakpoints were determined using primers based on polymorphisms described by Monsanto/CEREON between Columbia and L*er* (Jander *et al.*, 2002).

### Identification of candidate genes for the chromosome 1 QTL

Because many of the causative loci behind the QTL are due to differences in gene expression (Alonso-Blanco *et al.*, 2009), gene expression differences between Cvi and L*er* were examined in the candidate region using previously published microarray data (Vaughn and Masson, 2011). 

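Root tips of Cvi, L*er* and the near isogenic line (NIL) 170G-55-16, also named HGI2.1, were compared on Affymetrix ATH1 arrays, with 3 arrays per genotype. The labels give the L*er* plants as L*er*-2. Each array was hybridized with RNA from about 600 pooled root tips of 7 mm, harvested as 1 biological replicate. The seedlings were 5 d old and had grown on upright plates for 2 d and on plates tilted back by 30° for 3 d, and the labels name no cadaverine treatment. The deposited values are 1 hybridization signal per probe set and array, a linear intensity that the authors had normalized between arrays. The submitters' processing notes name MAS5 and RMA without versions, and which of them made these values is not given in the sources used here. The median signal of an array was 110 to 122 and the lowest signal 4.96 to 5.32.
The log2 of each signal was compared between genotypes with limma, in 1 fit to all 9 arrays, for 22746 probe sets after 64 control probe sets were left out. Each difference is Cvi minus L*er* on the log2 scale unless another is named, so a positive value is a higher signal in Cvi, and each adjusted p is a Benjamini-Hochberg value over these probe sets. Genes were named through the annotation of the array, which gives 1 gene for 13513 probe sets and several for 503, while the other 8730 are unnamed here. The candidate interval was taken by gene order, from At1g67830 to At1g80920, since no coordinates were used. It holds 651 annotated probe sets, and the 10 probe sets of Table 1 that the annotation used here does not list were added from that table. Other unlisted probe sets of the interval are left out, so counts and ranks in the interval cover these 661. Across probe sets, Cvi array 1 correlated with the other two Cvi arrays at r = 0.978 and 0.980, whereas these correlated with each other at r = 0.997. It lay at least 2-fold from the mean of the other Cvi arrays at 4.55% of the probe sets. The number of arrays limits the precision of every difference.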

The primary data are publicly available at Gene Expression Omnibus (NCBI; accession number GSE28275). 

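Root tips of Cvi and L*er* differed by at least 2-fold, with a 95% confidence interval that leaves out 0, at 31 of the 661 probe sets of the interval, 8 of them higher and 23 lower in Cvi. Among the genes with a lower signal in Cvi, At1g70080 and At1g73260 differed the most. The terpene synthase gene At1g70080, of a family that makes the carbon skeletons of terpenes, had a log2 signal of 4.12 ± 0.08 in Cvi and 8.30 ± 0.11 in L*er* (SD, n = 3 arrays each), an 18.1-fold difference. The trypsin protease inhibitor gene At1g73260 had 7.41 ± 0.04 in Cvi and 10.93 ± 0.08 in L*er* (SD, n = 3 arrays each), an 11.5-fold difference. In limma, the differences were −4.18 (standard error 0.12, adjusted p = 7.14e-09) for At1g70080 and −3.53 (standard error 0.09, adjusted p = 5.74e-09) for At1g73260.
Of the 19 probe sets of Table 1, 13 passed the same thresholds, 4 higher and 9 lower in Cvi. The study chose these probe sets on the same arrays, so this count is not independent evidence. The other 6 differed by 1.31-fold to 1.96-fold, namely those of the RNA-binding protein gene At1g78260, the helicase gene At1g71280, the metacaspase gene *MC6*, the transcription factor gene *NAC032* and the genes At1g69840 and At1g69890. At an adjusted p under 0.05 and any fold, 18 of the 19 passed in limma, and At1g78260 did not (adjusted p = 0.0706).
Among the 642 probe sets of the interval that Table 1 does not list, 18 passed the thresholds, 4 higher and 14 lower in Cvi. At1g69526 was the lowest of these in Cvi (difference −2.80, standard error 0.12, adjusted p = 1.33e-07 from limma). It was followed by At1g70880 at −2.35, At1g73490 at −2.07, At1g78460 at −1.95 and At1g74240 at −1.91. The genes with a higher signal in Cvi were At1g73120 (difference 1.65, standard error 0.33, adjusted p = 0.00790 from limma), At1g78990 at 1.25, At1g73480 at 1.11 and At1g68850 at 1.07. Of the genes with a probe set of their own, 3.59% of 640 in the interval and 3.73% of 12727 elsewhere were called (Fisher's exact test, two-sided, p = 1).
An adjusted p under 0.05 with a fold of at least 2 also gave 31 probe sets, whereas 18 had a confidence interval wholly beyond 2-fold and 13 passed limma's treat test for a fold above 2. The At1g70080 signal of Cvi lies in the range of the third of probe sets with the lowest signals, so its fold depends on the background, and the Cvi and L*er* sequences were not compared with those of the probes.

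**Figure D1:**
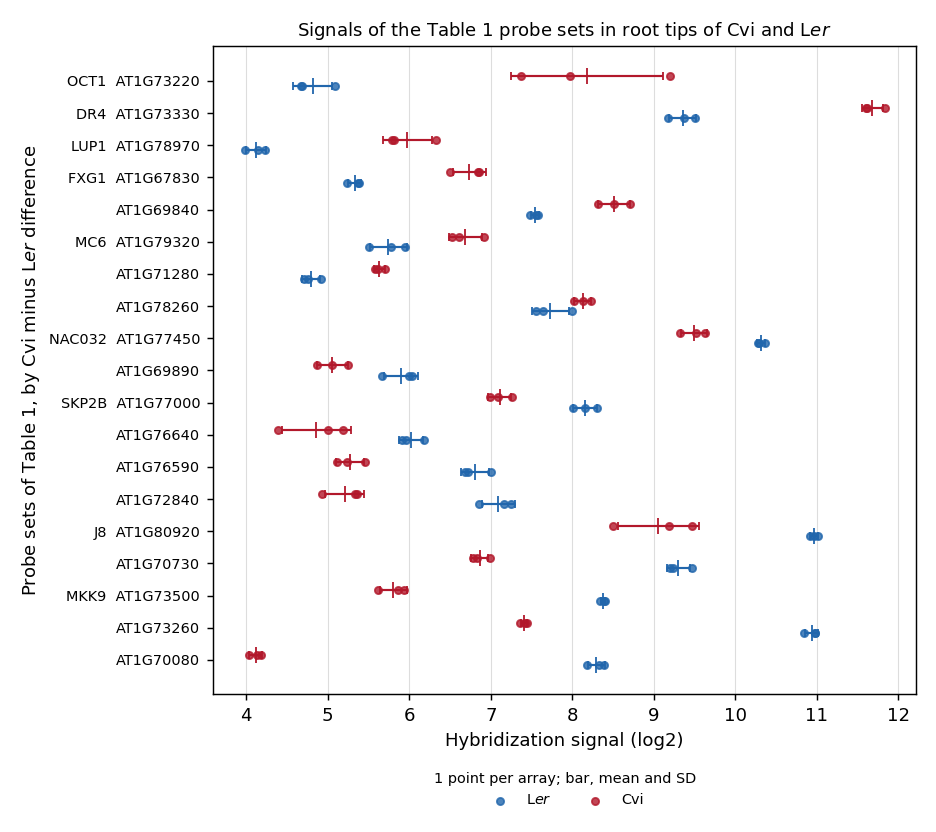
Log2 hybridization signal of the 19 probe sets of Table 1 on the 3 Cvi and 3 L*er* arrays, with 1 point per array and bars for the mean and SD, ordered by the difference between the accessions. The terpene synthase gene At1g70080, at the bottom, lies at 4.12 in Cvi and 8.30 in L*er*, and *OCT1*, at the top, has the widest spread among Cvi arrays.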

From these arrays, 19 probe sets representing genes located in the candidate chromosomal segment give hybridization signals that differ significantly (95% confidence interval) by ≥2-fold between Cvi and L*er* (Table 1). The largest predicted differentially expressed gene in this region was *OCT1*, which was estimated to show a 73-fold increase in Cvi compared with L*er*.

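*OCT1* (At1g73220), which encodes an organic cation transporter, gave a higher signal on each of the 3 Cvi arrays than on any L*er* array. Its log2 signal was 8.18 ± 0.93 in Cvi and 4.82 ± 0.24 in L*er* (SD, n = 3 arrays each), which are geometric means of 289 and 28.2 on the linear scale. The difference was 3.36 (standard error 0.40, 95% confidence interval 2.48 to 4.24, adjusted p = 2.61e-04 from limma), or 10.3-fold. Among the probe sets higher in Cvi, *OCT1* ranked 1 in the interval, and by size in either direction it ranked 3 (2 without Cvi replicate 2). The NIL 170G-55-16 had an *OCT1* signal of 4.86 ± 0.48 (SD, n = 3 arrays), 0.05 above that of L*er* on the log2 scale.
An exact two-sided permutation test of the *OCT1* signal gave p = 0.1 between Cvi and L*er*, the smallest p that 3 arrays against 3 allow, and p = 0.8 between the NIL and L*er*. The Cvi arrays differed from each other in *OCT1*, with signals of 588, 165 and 250 on arrays 1, 2 and 3, and the difference was 2.85 without Cvi replicate 1. The *OCT1* signal of L*er* lies in the range of the third of probe sets with the lowest signals, and no detection call was used, so the fold depends on the background of the arrays.
Taking *OCT1* from this comparison and then the sequences of its coding region and upstream region in both accessions, the paper proposes that differences in *OCT1* expression contribute to the root length response to exogenous cadaverine. It goes on to test this with quantitative PCR, an *oct1* mutant and transgenic lines.

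**Figure D2:**
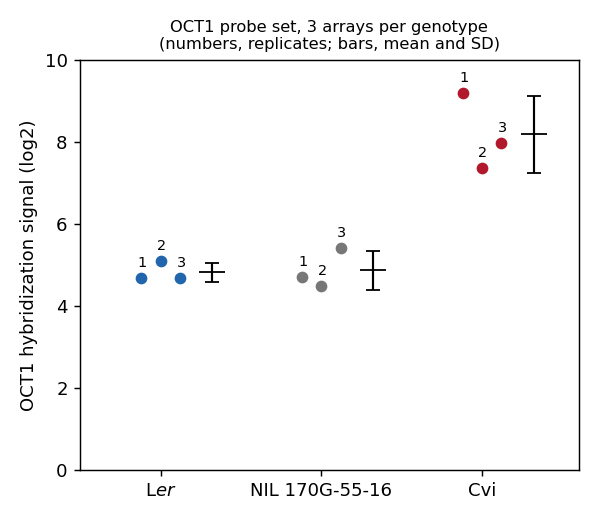
*OCT1* hybridization signal (log2) on each array of L*er*, the NIL 170G-55-16 and Cvi, with numbers for the replicates and bars for the mean and SD of 3 arrays. The Cvi points lie above all others, with array 1 the highest, and the NIL points lie in the range of L*er* or near it.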

**Table 1.** Probe sets on chromosome 1 between 25.3Mb and 30.6Mb that show ≥2-fold differential expression between Cvi and L*er* at the 95% confidence level

Probe set ID	Locus ID	L*er* over Cvi fold change	Log_2_ expression level		Description
			L*er*	Cvi	
260097_at	AT1G73220	72.7 down	3.7	9.9	Organic cation transporter (OCT1)
264100_at	AT1G78970	48.5 down	1.9	7.5	Lupeol synthase (LUP1)
245215_at	AT1G67830	6.0 down	5.9	8.5	α-Fucosidase (FXG1)
245736_at	AT1G73330	5.1 down	10.9	13.3	Protease inhibitor (DR4)
259941_s_at	AT1G71280	4.4 down	5.2	7.4	DEAD/DEAH box helicase
260806_at	AT1G78260	2.9 down	9.4	11.0	RNA-binding protein
260401_at	AT1G69840	2.5 down	8.9	10.2	Unknown protein
264144_at	AT1G79320	2.2 down	7.4	8.5	Metacaspase (MC6)
259705_at	AT1G77450	2.0 up	12.1	11.1	NAC transcription factor (NAC032)
259977_at	AT1G76590	3.1 up	8.3	6.7	Zinc-binding protein
261901_at	AT1G80920	3.4 up	12.4	10.6	DNA-J protein (J8)
260411_at	AT1G69890	3.4 up	7.6	5.9	Unknown protein
264957_at	AT1G77000	3.7 up	10.1	8.2	F-box protein (SKP2B)
262362_at	AT1G72840	4.0 up	7.4	5.4	ATP-binding transmembrane receptor
260207_at	AT1G70730	4.7 up	10.8	8.6	Phosphoglucomutase
245731_at	AT1G73500	8.9 up	10.1	6.9	MAP kinase kinase (MKK9)
260101_at	AT1G73260	12.2 up	12.6	9.0	Trypsin protease inhibitor
259866_at	AT1G76640	14.3 up	7.4	3.6	Calmodulin-related protein
264720_at	AT1G70080	20.8 up	10.3	5.9	Terpene synthase

Abbreviations: NIL, near isogenic line; OCT, organic cation transporter; RIL, recombinant inbred line.

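Beside *OCT1*, genes of several processes in Table 1 differed between the accessions. Of those higher in Cvi, the protease inhibitor gene *DR4* differed by 2.33 (standard error 0.13), the lupeol synthase gene *LUP1*, which acts in triterpene synthesis, by 1.86 (standard error 0.15) and the α-fucosidase gene *FXG1* by 1.41 (standard error 0.16; n = 3 arrays per accession). Of those lower in Cvi, the difference was −2.57 (standard error 0.12) for *MKK9*, a MAP kinase kinase gene of stress signalling, and −2.44 (standard error 0.11) for the phosphoglucomutase gene At1g70730, of sugar metabolism. The DNA-J protein gene *J8* had a difference of −1.91, At1g72840 one of −1.88, the zinc-binding protein gene At1g76590 one of −1.53 and the F-box protein gene *SKP2B* one of −1.04. In limma, the adjusted p of these 9 genes was 3.81e-04 or less.
Genes of polyamine metabolism elsewhere in the genome were also measured on these arrays. For polyamine synthesis, 3 of 12 listed genes are named on the array, the S-adenosylmethionine decarboxylase genes *SAMDC1*, *SAMDC2* and *SAMDC3*, and none passed the test over all probe sets (1 lower when adjusted over the list alone). *SAMDC2* had a difference of −0.74 (standard error 0.23, adjusted p = 0.0617 from limma), *SAMDC1* one of −0.21 and *SAMDC3* one of −0.08. Without Cvi replicate 1, the array that stood apart, *SAMDC1* at −0.44 and *SAMDC2* at −1.04 were lower in Cvi in limma (adjusted p = 0.00522 and 8.25e-05), and over all alternatives the adjusted p of *SAMDC2* reached 0.204 and that of *SAMDC1* 0.852.
For polyamine oxidation, 6 of 13 listed genes have 8 probe sets, of which 2 were lower in Cvi and 0 higher (3 lower and 1 higher when adjusted over the list alone). The copper amine oxidase genes At1g31710 and At3g43670 had differences of −1.10 (standard error 0.21, adjusted p = 0.00514 from limma) and −1.22 (standard error 0.23, adjusted p = 0.00492 from limma). A second probe set of At1g31710 had −0.98 and did not pass (adjusted p = 0.0632 from limma), but passed without Cvi replicate 1 at −1.40 (adjusted p = 4.90e-05 from limma, and up to 0.202 over all alternatives).
For polyamine conjugation, 3 of 7 listed genes are named. *SCT*, an acyltransferase gene for spermidine conjugates that lies on chromosome 2, was higher in Cvi (difference 1.91, standard error 0.23, adjusted p = 3.21e-04 from limma; 1 higher when adjusted over the list alone), while *SHT* at −0.10 and *SDT* at 0.12 did not pass. Of the OCT family, 3 of 6 listed genes are named, and *OCT4* with a difference of 0.18 (adjusted p = 0.389 from limma) and *OCT5* with 0.16 (adjusted p = 0.606 from limma) did not pass, so that 1 of the 3 named members, *OCT1*, was called (1 higher when adjusted over the list alone). None of 5 listed genes of polyamine uptake transporters is named here.
Tested as sets against the other probe sets with camera of limma, none of these 4 lists passed (adjusted p = 0.0865 for the OCT family and 0.180 for each of the other lists). Fry of limma tests whether the genes of a list move on balance in 1 direction. With fry, conjugation and the OCT family passed (adjusted p = 0.0190 each), both with 1 called member. Synthesis (adjusted p = 0.105) and oxidation (adjusted p = 0.0895) did not pass fry. The paper had picked *OCT1* on these same arrays, so the pass of the OCT family is not independent evidence.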

No other genes in Table 1 encode proteins that are directly relevant to polyamine metabolism or transport. Genes encoding a transglutaminase (*At1g69820*) and a cinnamyl alcohol dehydrogenase (*At1g72680*), both possibly linked to the formation of polyamine conjugates (Serafini-Fracassini and Del Duca, 2008; Fellenberg *et al.*, 2009), are found in this QTL interval; however, they do not show ≥2-fold expression differences between Cvi and L*er*.

*OCT1* from Cvi and L*er* genomic DNA was sequenced. No large insertions or deletions were found, and only one amino acid change was found: residue 431 in the second exon is serine in Cvi and alanine in L*er* (Supplementary Table S2 at *JXB* online). Analysing the 2kb of sequence upstream of the start codon revealed numerous single nucleotide polymorphisms and small insertions but no large insertions or deletions (Supplementary Table S2). Based on these data, it was hypothesized that *OCT1* expression differences contribute to root length responses to exogenous cadaverine. qRT-PCR data confirmed the microarray result and showed that *OCT1* expression was ~14 times as high in Cvi roots as in L*er* roots (Fig. 4). Cadaverine treatment did not significantly change *OCT1* expression in either accession (Fig. 4).

**Fig. 4.**
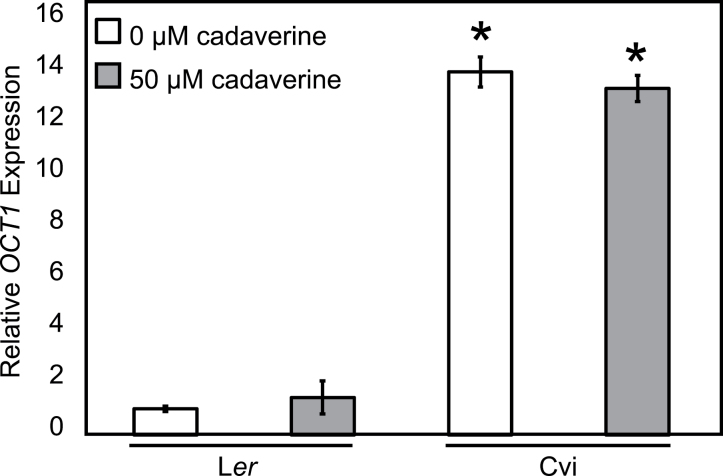
*OCT1* expression relative to the reference gene *At1G58050* is higher in Cvi roots than in L*er* roots. Seedlings were grown on 0 μM or 50 μM cadaverine. Error bars indicate ±SE among biological replicates, and *OCT1* expression for L*er* on control medium was set to 1. The asterisk indicates a significant difference in expression compared with L*er* for the given condition (*P*<0.05, Student’s *t*-test). Differences within each accession between cadaverine treatments are not significant.

### *oct1-1* mutants express a truncated *OCT1* transcript

To evaluate a role for *OCT1* in root length responses to cadaverine, the *oct1-1* mutant, which was previously found to carry a single T-DNA insertion near the 3’ end of the gene, was obtained; both ends of the insertion were characterized (Lelandais-Brière *et al.*, 2007). This mutant was also reported to not express any *OCT1* RNA, as determined by RT–PCR using primers aligning on each side of the intron (Lelandais-Brière *et al.*, 2007). To confirm this result, RT–PCR was performed on *oct1-1* and (Wassilewskija) WS wild-type root RNA samples. As expected, PCR products were obtained from WS wild-type cDNA samples of the expected sizes using multiple primer sets (1F/1R, 2F/2R, and 3F/3R) (Supplementary Fig. S2 at *JXB* online). Also, no transcript was observed for *oct1-1* mutants using primer sets near the 3′ end of the gene (2F/2R, 3F/3R, and 2F/4R) (Supplementary Fig. S2).

However, it was found that *oct1-1* plants do express a partial *OCT1* transcript using primers on each side of the intron (1F/1R) (Supplementary Fig. S2 at *JXB* online). This product size corresponds to approximately the predicted length if the intron is not spliced out of the RNA (238 bases instead of 135 bases), which would result in a premature stop codon in the intron. No product for any primer set was detected in control reactions without reverse transcriptase, which confirms the lack of genomic DNA contamination (Supplementary Fig. S2). Therefore, *oct1-1* produces a truncated *OCT1* transcript that is highly unlikely to encode a functional protein.

### *oct1-1* shows increased cadaverine sensitivity

If L*er* roots have higher sensitivity to cadaverine compared with Cvi roots because they have lower *OCT1* expression, then *oct1* mutant roots should also respond more strongly to cadaverine than wild-type plants. To test this, WS wild type, *oct1-1*, and two independent transgenic rescue lines (*oct1-1* [35S_pro_:OCT1^WS^]) were grown on control medium and medium supplemented with cadaverine. Rescue line 1 had significantly higher *OCT1* expression compared with the WS wild type, whereas rescue line 2 had a similar level of *OCT1* expression (Fig. 5A). It was found that all of these plants had the same root length on control medium lacking cadaverine, but *oct1-1* mutant roots were significantly shorter than wild-type roots on media containing 50 μM and 500 μM cadaverine (Fig. 5B). Robust root growth on medium containing cadaverine was restored in both independent transgenic rescue lines. Rescue line 2 showed a wild-type-like response to cadaverine, and rescue line 1 showed increased resistance to cadaverine (Fig. 5B). These results suggest that reduced *OCT1* expression confers increased cadaverine sensitivity.

**Fig. 5.**
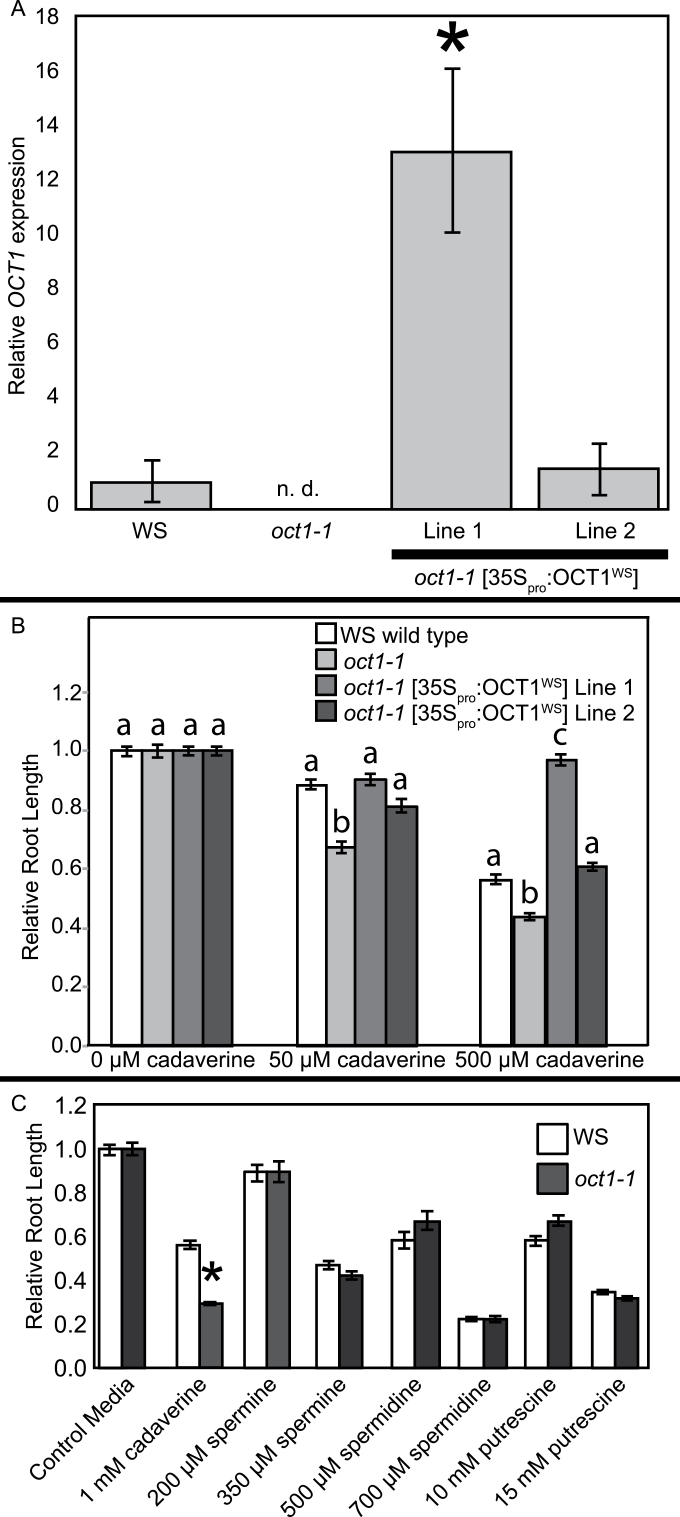
*oct1-1* roots are more sensitive to exogenous cadaverine compared with wild-type plants but respond similarly to putrescine-derived polyamines. (A) *OCT1* expression relative to the reference gene *At1G58050* is shown. Error bars indicate ±SE among biological replicates, and *OCT1* expression for the WS wild type on control medium was set to 1. The asterisk indicates a significant difference in expression compared with the WS wild type (*P*<0.05, Student’s *t*-test). The abbreviation n.d. indicates that expression was not detected. (B) Plants were grown for 6 d at a 30 ° backward tilt on media containing 0, 50, and 500 μM cadaverine. Root tips were marked after 3 d of growth, and the root growth over the following 3 d was measured for each treatment. Average root growth over the final 3 d on control medium was 1.2cm for the wild type, 1.4cm for *oct1-1*, 1.3cm for rescue line 1, and 1.4cm for rescue line 2; these lengths were set to 1. For each cadaverine concentration, the letters indicate significant differences in relative root length (*P*<0.01, pairwise Student’s *t*-tests). *n*=37–68, and error bars indicate ±SE. (C) Plants were grown for 6 d at a 30 ° backward tilt on media containing various concentrations of polyamines as indicated. Average root length on control medium was 1.3cm for the wild type and 1.4cm for oct1-1; these lengths were set to 1. *n*=33–44, and error bars indicate ±SE. No significant root length differences were observed for any treatment other than cadaverine (*P*<0.05, Student’s *t*-test).

The WS wild type and *oct1-1* had similar root lengths on media containing the polyamines putrescine, spermidine, and spermine (Fig. 5C), which shows that this sensitivity is specific to cadaverine. Polyamines have been shown to shorten root growth through the generation of H_2_O_2_ by diamine and polyamine oxidases, which promotes premature cell differentiation and programmed cell death (Tisi *et al.*, 2011). However, because the cadaverine-hypersensitive response of *oct1-1* was specific to cadaverine (Fig. 5C), OCT1 probably functions in a different aspect of polyamine-mediated root growth regulation.

### The expression level of *OCT1*, not its accession origin, correlates with cadaverine sensitivity

To determine if differences in the *OCT1* sequence between Cvi and L*er* or only *OCT1* expression levels correlated with the cadaverine response, *OCT1* was cloned from Cvi and L*er*, and these constructs were introduced into *oct1-1* mutants. These transgenic lines were then tested on media containing 0 μM and 50 μM cadaverine, and their relative root lengths were measured. A range of cadaverine resistance levels that did not correlate with the accession source of the transgene was found (Fig. 6A).

**Fig. 6.**
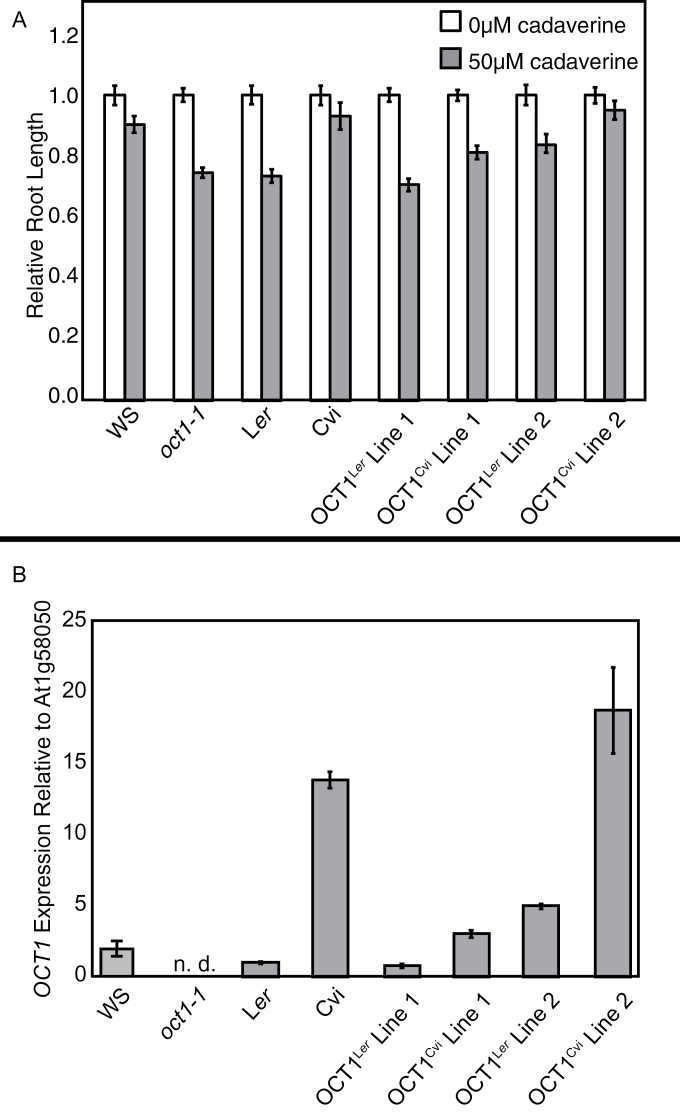
Higher *OCT1* expression correlates with cadaverine resistance. OCT1^Cvi^ and OCT1^L*er*^ indicate *oct1-1* [OCT1_pro_:OCT1^Cvi^] and *oct1-1* [OCT1_pro_:OCT1^L*er*^], respectively. (A) Relative root lengths of plants on media containing 0 μM and 50 μM cadaverine. Plants were grown for 6 d at a 30 ° backward tilt. Average root length on control medium was set to 1. Absolute average root length on control medium was 2.2cm for Cvi, 1.9cm for L*er*, 2.0cm for WS, 2.0cm for *oct1-1*, and 1.9, 2.0, 1.7, and 2.1cm for the transgenic lines as shown from left to right. Error bars indicate ±SE, and *n*=17–24. (B) Root *OCT1* expression determined by qRT-PCR is shown relative to the reference gene *At1G58050*. *OCT1* expression in L*er* was set to 1. Error bars indicate ±SE among the biological replicates. The abbreviation n.d. indicates that expression was not detected.

Because the insertion location can affect transgene expression, it was predicted that the *OCT1* expression levels would correlate with cadaverine sensitivity. To test this, *OCT1* expression was measured in four of these lines by qRT-PCR. As expected, a range of *OCT1* expression levels was found in the transgenic lines regardless of whether the *OCT1* untranslated and coding regions came from Cvi or L*er*. In general, lines with increased resistance to cadaverine had higher *OCT1* expression (Fig. 6).

### Genes other than *OCT1* probably also contribute to the cadaverine response

The data suggest that differences in *OCT1* expression contribute significantly to the different cadaverine root length responses in Cvi and L*er*. To determine if differences in *OCT1* expression among other natural accessions also correlate with variability in cadaverine sensitivity, *OCT1* expression was measured in two other accessions, one resistant to cadaverine (Knox-18) and one sensitive to cadaverine (Sq-8). It was found that both lines had higher *OCT1* expression than L*er* even though only Knox-18 was more resistant to cadaverine than L*er*. Furthermore, Sq-8 displayed higher *OCT1* expression than Knox-18 despite being more sensitive to cadaverine (Supplementary Fig. S3 at *JXB* online). The *OCT1* sequences of the eight natural accessions initially selected for the analysis of cadaverine response were also compared. Polymorphisms shared among the three most resistant accessions (Cvi-1, Knox-18, and Ull2-3) or the three most sensitive accessions (An-1, L*er*-2, and Sq-8) were not seen (Supplementary Table S2). Together, these data suggest that factors other than *OCT1* expression may also contribute significantly to differential cadaverine sensitivity among these accessions.

Ectopic copies of *OCT1* derived from Cvi or L*er* were also introduced into Columbia and L*er* wild-type plants. L*er* root length is highly sensitive to cadaverine, whereas Columbia root length is less sensitive to it. In general, the Columbia plants showed a range of responses to cadaverine regardless of the accession from which the transgene was derived (Supplementary Fig. S4 at *JXB* online). This result is similar to that obtained when these constructs were transformed into the *oct1-1* mutant (Fig. 6). In contrast, when these constructs were transformed into L*er* plants, the tested lines generally did not show increased resistance to cadaverine (Supplementary Fig. S4). Therefore, the ability of *OCT1* to affect the cadaverine response may depend on the genetic background.

## Discussion

It was found that *Arabidopsis* roots exhibited varying responses to exogenously applied cadaverine depending on the accession. In general, when cadaverine concentrations increased, a reduction in root length as well as alterations in skewing, lateral root branching, and root waving were seen. The reduction in root length is probably due to a combination of reduced cell division and expansion. A major QTL was identified on chromosome 1 that at least partially explains the root length difference in response to cadaverine between Cvi and L*er*. By comparing phenotypes and gene expression in natural accessions, a mutant, and transgenic lines, *OCT1* was identified as a key gene involved in this response. Restoring *OCT1* expression in the mutant background resulted in a positive correlation between *OCT1* expression levels and cadaverine resistance. Because the *OCT1* expression levels in other natural accessions do not correlate well with cadaverine resistance, other genes are also likely to contribute to the variation of this trait between *Arabidopsis* accessions. These genes could contribute to endogenous cadaverine homeostasis, transport, and/or response. Unfortunately, the levels of endogenous cadaverine in *Arabidopsis* seedling roots and shoots were below the level of detection using HPLC methods, preventing a distinction from being made between these possibilities.

OCT1 encodes an organic cation transporter. In animals, OCT proteins take up a wide variety of endogenous compounds and xenobiotics, and, therefore, they affect substrate absorption, distribution, and excretion in many tissues. Most are polyspecific, and transport can occur in either direction (for a review, see Roth *et al.*, 2012). *Arabidopsis* OCT1 is one of six OCT-like proteins in *Arabidopsis* (Lelandais-Brière *et al.*, 2007). It was previously reported to localize to the plasma membrane, and promoter–β-glucuronidase (GUS) fusions showed activity in the vasculature of many organs including roots (Lelandais-Brière *et al.*, 2007; Küfner and Koch, 2008). Because the other six OCT-like proteins localize to the tonoplast rather than the plasma membrane, it is likely that OCT1 has a different function.

The present work expands on these studies and suggests a role for OCT1 in affecting root growth responses to cadaverine. Future experiments will be aimed at clarifying the mechanism by which this occurs. One possibility is that OCT1 transports cadaverine away from elongating root cells and through the vasculature, causing it to accumulate in aerial tissues. Alternatively, cadaverine may alter the transport of another molecule through the membranes. Polyamines block many kinds of channels in multiple organisms. For example, spermine and spermidine directly block fast vacuolar cation channels in barley (Bruggemann *et al.*, 1998), and all natural polyamines including cadaverine can regulate cation channel activity through cytoplasmic pathways (Liu *et al.*, 2000; Shabala *et al.*, 2007).

It has been demonstrated that exogenous cadaverine affects *Arabidopsis* root morphology and that there is natural variation in this response due in part to varying expression levels of *OCT1*. This work has potential implications for better understanding how polyamines contribute to development and mediate stress responses.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. *Arabidopsis* natural accessions show varying root growth behaviours in response to cadaverine.

Figure S2. *oct1-1* produces a truncated transcript.

Figure S3. *OCT1* expression does not correlate with cadaverine sensitivity in all natural accessions.

Figure S4. *OCT1* expression results in varying degrees of cadaverine sensitivity in Col and L*er*.

Table S1. Primers for chromosome 1 fine mapping.

Table S2. Comparison of *OCT1* sequences from eight *Arabidopsis* natural accessions.

Supplementary Data

# Supplementary material for: Natural variation in the expression of ORGANIC CATION TRANSPORTER 1 affects root length responses to cadaverine in Arabidopsis
**Source:** J Exp Bot. 2014 Nov 16;66(3):853–62. doi: 10.1093/jxb/eru444
**Supplement:** Supplementary Data

Natural variation in the expression of ORGANIC CATION TRANSPORTER 1 affects root length responses to cadaverine in Arabidopsis — Natural variation in the expression of ORGANIC CATION TRANSPORTER 1 affects root length responses to cadaverine in Arabidopsis — Supplementary Data 

# Natural variation in the expression of *ORGANIC CATION TRANSPORTER 1* affects root length responses to cadaverine in *Arabidopsis*

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data

# Supplementary material for: Natural variation in the expression of ORGANIC CATION TRANSPORTER 1 affects root length responses to cadaverine in Arabidopsis
**Source:** J Exp Bot. 2014 Nov 16;66(3):853–62. doi: 10.1093/jxb/eru444
**Supplement:** Supplementary Data

Table S1. Primers for chromosome 1 fine mapping.

Forward Primer	Reverse Primer	Forward<br>Primer<br>Start<br>(bp) ¹	Cvi<br>Product<br>Size<br>(bp)	Ler<br>Product<br>Size<br>(bp)
gtgagctcttcagcagtagcac	ggtcagattgtgtaggtg	11016704	253	156
tgctgacattctccaaaacct	gcatggcttatccatttgg	17339898	570	533
aagcaaaagggtgaacacagg	ttcgattcgatcataagcatt	18754107	288	239
aaaacaatccatcttacacacca	tttgcgcatagctacactctaca	20072062	272	246
cttgcatgttgagtccttga	aagcgaaccccttcgataat	23211588	1250	360
tcatttctaagttgagccacga	tgcttcataatgtagaagccaataa	25261117	262	220
tcaatgactcaagcagctcaa	cagcaaaatgccttgcgta	26460199	600	568
caatagaatttggctgccgtgcc	attacgtgcctctcttgcgcta	27355508	263	218
gtgacgtgatctttcacactttt	gtcaccatcgccactaacac	29782305	287	254

¹TAIR build 9

Table S2. Comparison of *OCT1* sequences from eight *Arabidopsis* natural accessions. Cvi-1 and Ler-2 sequences were obtained by Sanger sequencing. An-1, Bs-1, Knox-18, Sq-8, and Wei-0 sequences were obtained from Schmitz et al., 2013, and the Ull2-3 sequence was obtained from Long et al., 2013. The shaded area represents the protein coding region, and amino acid changes are shown in parenthesis.

Base	Col-0	An-1	Bs-1	Cvi-1	Knox-18	Ler-2	Sq-8	UII2-3	Wei-0
27536383	A					T			
27536384	C					T			
27536562	C		T		T		T		
27536649	A	C						C	
27536720	G		A		A				
27536725	C		T		T				
27536766	C	T	T		T			T	
27536862	T	C	C					C	
27536894	G		A		A				
27536907	T	A	A						
27536933	C		A		A			A	
27536939	A		C		C				
27536947	C				T				
27536951	A				T				
27536952	A			T	T				
27536983	C			T		T			
27536024	A	Del.	Del.	Del.	Del.	Del.			
27536044	C	G		G		G		G	
27536065	C			G					
27536072	A			G					
27536121	G		T		T				
27536126	A						Del.		
27536132	C		Del.		Del.				
27536193	G	T						T	
27536212	A			T					
27536234	C	A	A	A	A	A	A	A	A
27536355	A			Ins.<br>TATT					
27536429	T			Ins. T					
27536443	C	T		T		T		T	
27536457	A	T		T		T		T	
27536465	T	G		G		G		G	
27536505	T					A			
27536523	T	A		A				A	
27536653	C			A		A			
27536656	G			T					
27536681	T	G						G	
27536734	C	G						G	
27536085	T			A					
27536847	T	A	A	A	A	A	A	A	A
27536898	T	Del.							
27536917	A	T							

Base	Col-0	An-1	Bs-1	Cvi-1	Knox-18	Ler-2	Sq-8	UII2-3	Wei-0
27536919	A	T							
27536922	T	A							
27536025	A					Del.			
27536141	A			G					
27536195	A			Ins. TA					
27536217	G	T		T				T	
27536264	T				C				
27536689	T		C						
27536753	G				A<br>(V to I)				
27536058	T		C<br>(V to A)						
27536705	C			T					
27536738	C	A<br>(R to S)						A<br>(R to S)	
27536781	G			T<br>(A to S)					
27536972	C					T			
27536995	G	A						A	
27536046	C								T
27536119	G	C		C		C		C	
27536264	G			Del.					
27536324	A				C				
27536361	G		T						
27536544	G						C		
27536843	G						A		A
27536955	A		G						

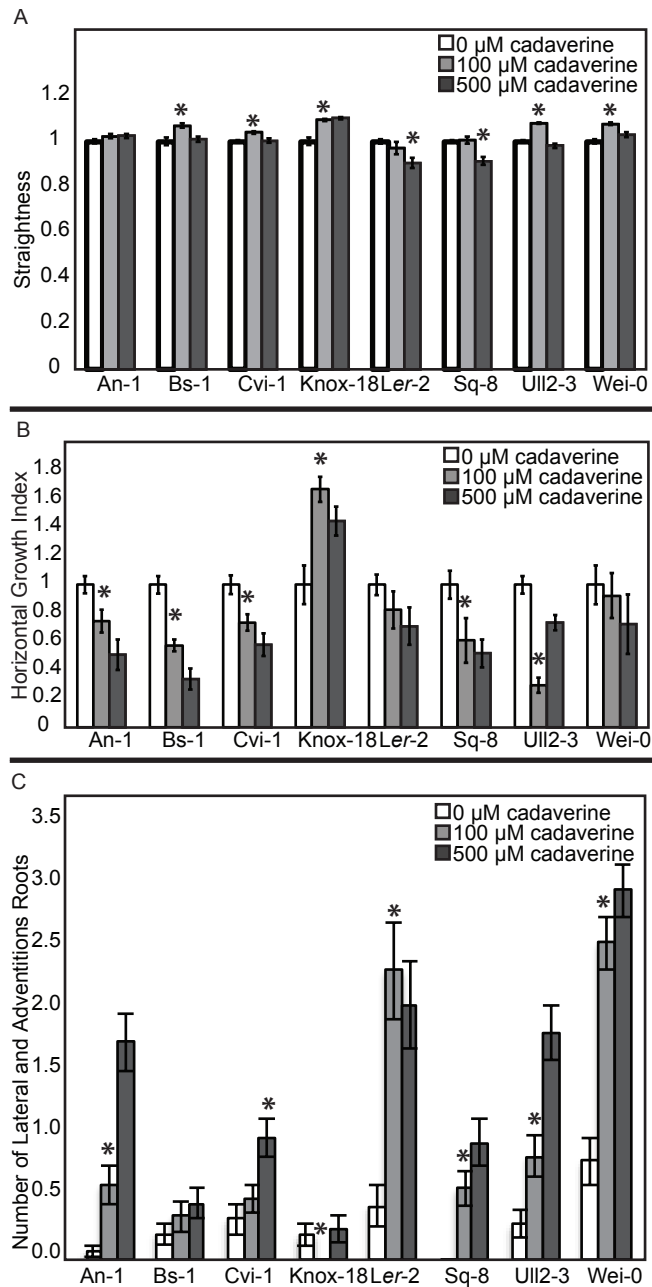

Figure S1. Arabidopsis natural accessions show varying root growth behaviors in response to cadaverine. Error bars indicate $\pm$ standard error, and $n = 12-27$. An asterisk indicates the first cadaverine concentration on which a significantly different growth behavior was observed ($p < 0.05$, Student's T-Test). **(A)** Straightness was calculated by dividing the direct distance from the base of the hypocotyl to the root tip by the total length of the root and setting this value on control medium to 1. **(B)** Horizontal growth index was calculated by dividing the distance traveled by the root along the x-axis by the total length of the root and setting this value on control medium to 1. **(C)** The average number of lateral and adventitious roots per seedling is shown.

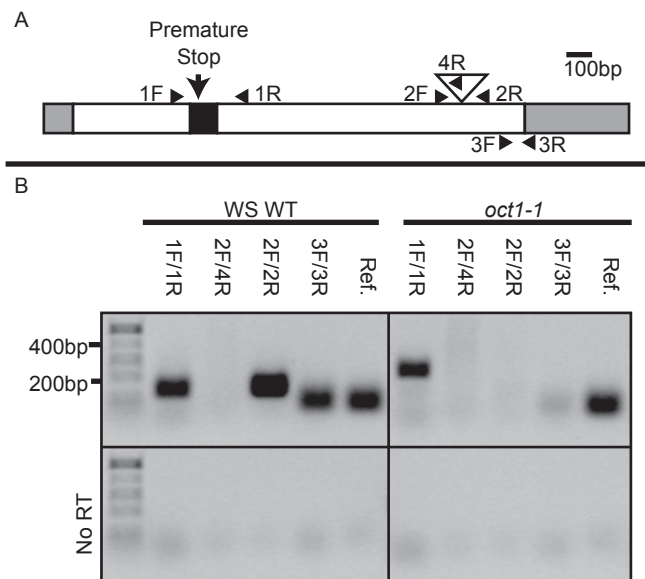

Figure S2. *oct1-1* produces a truncated transcript. **(A)** The gene diagram shows the locations of the primers used to characterize *oct1-1*. The arrow marks the position of the likely premature stop codon in *oct1-1*. White boxes indicate exons, the black box indicates the intron, grey boxes mark the 5' and 3' untranslated regions, and the triangle shows the location of the T-DNA insertion. **(B)** Gel electrophoresis image showing RT-PCR products from WS wild type and *oct1-1* root samples (top) as well as the corresponding controls done without reverse transcriptase (bottom) using primers aligning to various positions along the *OCT1* transcript or the reference gene *At1G58050*. In both cases, the left lane contained a DNA molecular weight marker (Hi-Lo DNA Marker, Minnesota Molecular, Minneapolis, MN).

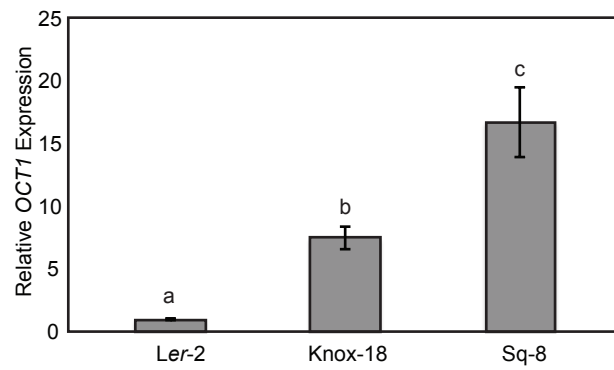

Figure S3. *OCT1* expression does not correlate with cadaverine sensitivity in all natural accessions. *OCT1* expression is shown relative to the reference gene *At1G58050*. Error bars indicate $\pm$ standard error among biological replicates, and *OCT1* expression for *Ler* was set to 1. The letters indicate significant differences in expression ($p < 0.05$, pairwise Student's T-Tests).

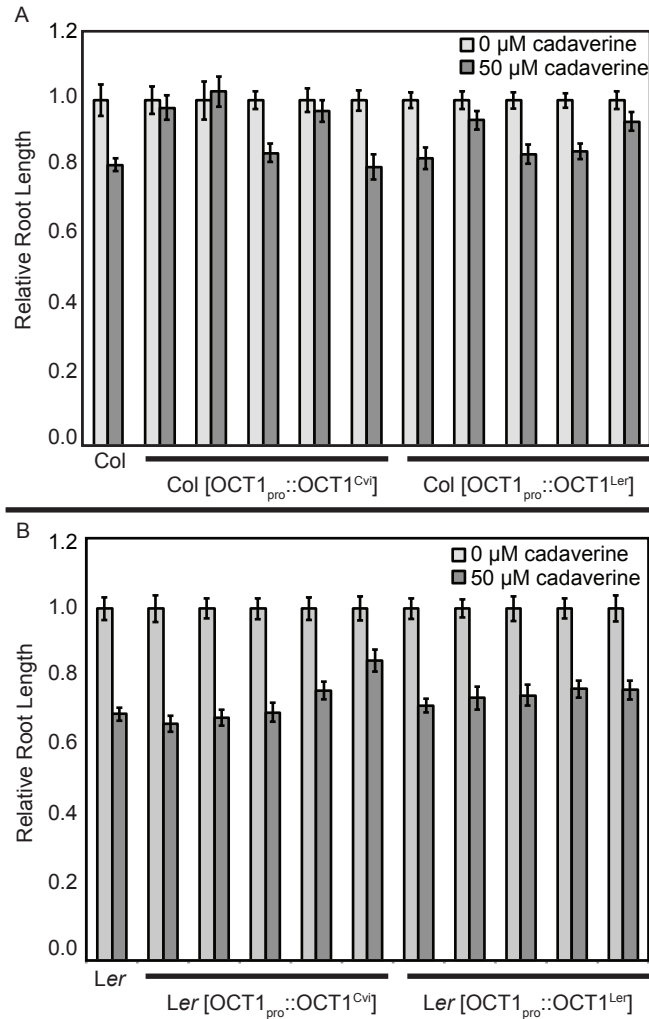

Figure S4. *OCT1* expression results in varying degrees of cadaverine sensitivity in Col and Ler. Relative root lengths of plants on media containing 0 and 50 μ M cadaverine. In each panel, the non-transformed accession is shown on the far left, and five independent lines with each transgene are shown to the right. Plants were grown for six days at a 30° tilt backward. Average root length on control medium was set to 1. In panel A, absolute average root length on control medium was 2.1 for Columbia and 1.9, 2.0, 1.9, 1.7, 1.9, 2.1, 2.0, 2.2, 2.1, and 2.0 cm for the transgenic lines as shown from left to right. In panel B, absolute average root length on control medium was 2.3 cm for *Ler* and 2.0, 2.0, 1.9, 2.2, 2.1, 2.1, 1.9, 2.0, 1.8, and 2.1 cm for the transgenic lines as shown from left to right. Error bars indicate $\pm$ standard error, and $n = 13$ –34.

How the deposited data were processed for this re-analysis (not part of the article)

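RNA from root tips of Cvi, L*er* (L*er*-2 in the labels) and the NIL 170G-55-16 was hybridized to Affymetrix ATH1 arrays, with 3 biological replicates per genotype. The submitters' labels assign every array to its genotype and replicate. Root lengths, the QTL data, the LCN1 lines and the quantitative PCR of the paper were not analysed here.

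The deposited value is a hybridization signal per probe set, a linear intensity that the authors had normalized between arrays. MAS5 and RMA are named by the submitters' processing notes with no version or order, and the role of each is not given in the sources used here. The 9 columns have close medians (110 to 122) and no value below 4.96, which is why they were read as normalized and were not normalized again. Probe-level files and detection calls were not used, so the signal over background is known for no probe set. For arrays, the number of replicates limits the precision.

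The table holds 22810 probe sets. The 64 control probe sets were left out of the tests, and those for the 3' and 5' ends of actin, GAPDH and ubiquitin were used to check RNA quality. Probe sets were named through the platform annotation, whose gene identifiers were turned into locus tags with the TAIR10.1 gene table, used for names and gene order only. Of 22746 probe sets, 13513 have 1 gene, 503 several and 8730 none in the annotation used here, and 13367 with 1 gene were placed on the 5 chromosomes. Probe sets matched to several genes were not named.

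The log2 of the signal was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype as the only term, all 9 arrays). A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over the 22746 probe sets and a fold of at least 2. For the interval the paper's thresholds were also used, a 95% confidence interval that leaves out 0 and a fold of at least 2. The paper's text names no test for the arrays beyond this confidence level. A single gene was also tested with an exact permutation test, for which 3 arrays against 3 allow no p below 0.1.

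Before the data were examined, the design, the rule for named genes, 22 gene lists with 209 entries and the alternatives were fixed, apart from those said to have been added. The rule names the genes of Table 1, other genes that the paper names and the array measures, the 10 largest differences in each direction over the array, the 5 largest in each direction in the interval outside Table 1 and between the NIL and L*er*, and up to 4 called members per list. The values printed in Table 1 had been seen by then. The ranked genes had to pass the adjusted p with no overlap between the arrays compared, which chance gives at 10% of probe sets for 3 arrays against 3. Members of a list counted as called at any fold. For 34 list entries a gene is named on the array here, and 9 lists have none: polyamine uptake transporters, jasmonate synthesis and response, phosphate starvation response, auxin transport and gravitropism, root stem cell niche, endodermis, xylem, phloem and root cap. The other lists are polyamine synthesis, polyamine oxidation, polyamine conjugation, OCT family, triterpene synthesis, aliphatic glucosinolate synthesis, indole glucosinolate synthesis, touch and early wound response, iron deficiency response, cell division, root hair, shoot photosynthesis and reference genes. The 7 lists with at least 3 probe sets were tested with camera (correlation 0.01, and an estimated correlation) and fry of limma. At1g69820, At1g72680 and *OCT2* have no probe set named here and were not analysed here, and At1g58050 shares its probe set with another gene.

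The design had set the interval in megabases and bins of 1 Mb along the chromosomes. No build is named for the deposited values, so gene order was used instead. The interval runs from At1g67830 to At1g80920, the outer genes of Table 1, and windows of 200 neighbouring measured genes replaced the bins. The 10 probe sets that entered the interval from Table 1 alone are the study's selection.

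Alternatives were quantile normalization, leaving out the third of probe sets with the lowest mean signal, a fit to the 6 arrays compared, the replicate number as a block, eBayes with a trend and robust estimation, log2 of the signal plus 16, leaving out each replicate in turn, and other thresholds. The fit was tested on simulated data with 22746 probe sets of which 200 were changed between Cvi and L*er*. It called 99 of 100 changed by 1.5 on the log2 scale and 100 of 100 changed by 3, with 2 false calls. The simulated noise was normal, independent between probe sets and of equal spread in all genotypes. The simulation therefore does not cover an array that stands apart, as Cvi array 1 did. The position of the NIL at a probe set was the NIL minus L*er* difference divided by the Cvi minus L*er* difference.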

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

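In this part the test of the L*er* arrays shared by both comparisons and the windows of 400 genes were chosen only after the result was seen. The other tests were planned, although NIL values of a few genes had been looked at before the tests of the NIL were written.

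Outside the interval that the paper discusses, the arrays hold many more differences. Over the whole array, 883 probe sets were called between Cvi and L*er*, 362 higher and 521 lower in Cvi. Of these, 18 lie in the interval but not in Table 1. The NIL 170G-55-16, on which the paper does not report, differed from L*er* at 43 probe sets (11 higher and 32 lower) and from Cvi at 772. The first of these counts fell to 28 without NIL replicate 1 and to 28 with log2 of the signal plus 16. Dividing 6 arrays into 3 and 3 can be done in 10 ways, too few for a share under 0.05. Every division but the real one mixes the genotypes, so differences between them widen the spread within groups and lower its count. The real division gave the highest count in each comparison (1 of 10). It called 883 probe sets between Cvi and L*er* against at most 0 in any other division, and 772 between the NIL and Cvi against at most 0. Between the NIL and L*er* it called 43 against at most 1. In the interval it called 31 against at most 1 at the paper's thresholds and 31 against at most 0 at an adjusted p.

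Several single genes outside those the paper discusses differed strongly. The defensin-like gene At4g22212 was lower in Cvi by the largest difference on the array, −7.28 (standard error 0.13, adjusted p = 6.23e-10 from limma). *QQS*, an orphan gene of starch metabolism, was higher in Cvi by 6.43 (standard error 0.31, adjusted p = 3.26e-07 from limma). *BHLH101*, a transcription factor gene of the iron deficiency response, was higher in Cvi by 2.07 (standard error 0.18, adjusted p = 2.37e-05 from limma). The spermidine acyltransferase gene *SCT* was higher than in L*er* by 1.91 in Cvi and by 2.32 in the NIL (standard error 0.23 each, adjusted p = 3.21e-04 and 0.00151 from limma). On every array compared, the signals of these genes did not overlap, which chance gives at 10% of probe sets. For At4g22212, *QQS* and *SCT* in the NIL, no overlap was a condition of the ranking by size, so it adds no support. The log2 signals of *QQS* (3.96) and *BHLH101* (3.99) in L*er* and of At4g22212 (4.42) in Cvi lie low. All are below 5.37, the bound of the third of probe sets with the lowest signals, so the sizes depend on the background. The sequences under the probes were not compared. The peroxidase gene At2g39040 was lower in the NIL than in L*er*, at −4.37 (standard error 0.17, adjusted p = 1.33e-06 from limma). At4g03156 was higher in the NIL than in L*er* by 3.22 (standard error 0.33, adjusted p = 0.00168 from limma), but did not pass with log2 of the signal plus 16, at 1.87 (adjusted p = 0.0727 from limma, and down to 1.09e-05 over the other alternatives), since its signal in L*er*, 2.90 on the log2 scale, is near the lowest of the array.

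Genes that differed between the NIL and L*er* lay almost wholly on chromosome 2. Of the 28 named genes called, 27 are on chromosome 2, from At2g18620 to At2g39310, and 25 of these were also called between Cvi and L*er* in the same direction; the other is At4g03156, on chromosome 4. Besides *SCT* and At2g39040 they include At2g34840 at 1.77 and At2g37240 at 1.38, which were higher in the NIL, and At2g32190 at −3.12, the tropinone reductase gene *TRI* at −2.74 and the jacalin lectin gene *JAL22* at −2.66, which were lower. Over windows of 200 genes with at least 5 genes called between Cvi and L*er*, the NIL lay nearer to Cvi than to L*er* in 5 of 57, all on chromosome 2 between At2g20060 and At2g40580. In these windows, which are defined by that position, the median position of the NIL between L*er* (0) and Cvi (1) was 0.93 over 39 called genes, and it was 0.04 over 459 elsewhere. In the chromosome 1 interval the NIL was near L*er* for *OCT1*.

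That both comparisons share the L*er* arrays is argued against as the whole cause, since chance values of these arrays do not follow the chromosomes and 27 of the 28 genes lay on 1 chromosome, against a median of 9 and at most 16 in 10000 random placements (permutation p = 1e-04, the smallest they can give). A candidate explanation is a segment of Cvi origin on chromosome 2, as 10 of the 28 genes lay in 1 window, against a median of 2 and at most 5 in 10000 random placements (permutation p = 1e-04, the smallest they can give). In near isogenic lines, as the paper describes its own, a donor segment lies in the background of another accession, so clustering could be foreseen. The placement test does not show where the segment comes from. Calls shared by both comparisons in the same direction were 38 probe sets, where independent lists give 0.908 and simulated unchanged groups, which yield hardly any calls, a median of 0; neither value bears on the cause, and part of the excess may come from the shared L*er* arrays, which are too few to be split. The covariance of the differences was 0.0266, and 0.0119 in the simulated groups. Whether lower signals within the candidate segment reflect fewer transcripts or bases that differ under the probes was not tested and stays open. At4g03156 lies outside this candidate segment and has no tested explanation.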

How the results depend on the processing

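The interval with 50 more genes, the annotated probe sets alone and windows of 400 genes were chosen only after the result was seen. Of 1088 values of named genes under the alternatives, 1054 kept their direction and side of the threshold, 14 no longer passed, 10 newly passed and 10 changed sign, of which 0 passed in either fit. These were At1g31670 (−0.0043 with quantile normalization; −0.026 to 0.059 without single replicates), *EXPA18* (0.047 with quantile normalization; −0.10 to 0.094 without single replicates) and, without single replicates, At1g31690 (−0.16 to 0.0085), *OCT5* (−0.035 to 0.30), *ZAT10* (−0.15 to 0.032) and *SAND* (−0.046 to 0.26). Leaving out Cvi replicate 1 changed 6 of these calls, all newly passed, among them *SAMDC1*, *SAMDC2* and *UBC21*. The *OCT1* difference was 2.80 to 3.36 under other processing and 2.85 to 3.77 without single replicates (adjusted p = 4.20e-06 to 0.00284 from limma). Probe sets called between Cvi and L*er* were 284 with limma's treat test and 2960 with no fold minimum, and ranged from 649 to 887 under other processing and from 818 to 998 without single replicates. Between the NIL and L*er*, 28 were called with log2 of the signal plus 16, which shrinks differences of low signals, and 28 to 38 without single replicates, with 28 without NIL replicate 1 and fewer arrays in the fit. In the interval, 18 had a confidence interval wholly beyond 2-fold and 13 passed treat; counts without single replicates were 29 to 34 at the paper's thresholds and 27 to 34 at an adjusted p, and with annotated probe sets alone 23. The windows in which the NIL lay nearer to Cvi were 2 with windows of 400 genes, 0 with genes called by treat, where only 10 windows held enough genes, and 4 to 5 without single replicates. For aliphatic glucosinolate genes the median of −0.59 passed camera at the preset correlation and not at an estimated one (−0.59, adjusted p = 0.141, against 0.00618 to 0.0410 in the other alternatives). Over all genotypes, arrays with the same replicate number did not deviate together (r across probe sets −0.26 to 0.23, median −0.04). Between L*er* and the NIL, r was 0.028 to 0.056 for the same number and −0.057 to 0.0077 for other numbers. A weak pairing of these arrays therefore stays open. With the replicate number as a block, 879, 42 and 769 probe sets were called in the comparisons of Cvi and L*er*, of the NIL and L*er* and of the NIL and Cvi, and 31 in the interval. The interval from the start of a mapping primer to the chromosome end was not run, since it needs coordinates. Signal over background is not known, which limits folds against low signals. The cause of the other changes was not tested.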

Differences from the paper's values

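All comparisons in this part were planned except the annotated probe sets alone, the interval with 50 more genes and the comparison of the paper's log2 levels with those here over their range, which were chosen only after the result was seen. Folds are without sign, and alternatives named below were set before the data were examined unless said otherwise.

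For *OCT1* the fold between Cvi and L*er* was 10.3, and the paper's value is 72.7 in Table 1, given as 73 in its text. The alternatives gave 6.95 to 13.6, and 12 of 12 still differ from both values of the paper. The paper's quantitative PCR, on whole roots and not analysed here, also gave more *OCT1* in Cvi, by a smaller fold than Table 1. For *LUP1* the fold was 3.62 and the paper's is 48.5, and its log2 level in L*er* was 4.12 while the paper's is 1.9. Both still differ under 11 of 11 alternatives, with folds of 2.37 to 3.86 and levels of 4.07 to 5.06.

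The fold of *FXG1* was 2.65 (2.18 to 2.87 under the alternatives) and the paper's is 6. For At1g71280 it was 1.79 (1.50 to 1.87) and the paper's is 4.4. At1g78260 had 1.31 (1.24 to 1.44), where the paper gives 2.9. At1g69890 had 1.79 (1.54 to 1.95), where the paper gives 3.4. The fold of *SKP2B* was 2.06 (1.95 to 2.17) and the paper's is 3.7. For the calmodulin-related protein gene At1g76640 it was 2.23 (1.78 to 2.50) and the paper's is 14.3. Each of these 6 folds still differs under every alternative run, 11 for At1g71280 and 12 for each of the others. The other 11 of the 19 folds do not differ by this measure, among them At1g70080 with 18.1, where the paper gives 20.8, At1g73260 with 11.5, where the paper gives 12.2, and *DR4* with 5.03, where the paper gives 5.1. Of these 11, At1g70080 differs with log2 of the signal plus 16 (9.91), and *MKK9*, with 5.94 where the paper gives 8.9, differs under 5 of 12 alternatives (4.83 to 5.91), namely quantile normalization, log2 of the signal plus 16 and without Cvi replicate 1, L*er* replicate 1 or L*er* replicate 2. The other 9 differ under 0 of 12. In all 19 the direction is that of the paper. A fold was taken to differ where it was more than 1.5 times the paper's or less than the paper's by as much, and by more than the larger SD of the arrays.

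The paper's log2 levels and those here are not on 1 scale, by neither a constant step nor a change of log base. Against the levels here, the paper's lay from −2.22 to 2.87, with a median of 1.58 for the 8 levels above 9 and 0.97 for the 14 levels below 6.

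At the thresholds that the paper states, 31 probe sets of the interval passed and the paper's count is 19. Of 15 alternatives, 12 still differ, and the count comes within 1.5 times the paper's under 3: log2 of the signal plus 16 (25), a confidence interval wholly beyond 2-fold (18) and limma's treat test (13). With annotated probe sets alone, which drops 10 of the probe sets the paper lists, the count was 23, and with 50 more genes and to the end of the chromosome it was 31. The interval was taken here by gene order, and the paper's by position. Here, probe sets of the interval that the annotation does not list were left out unless Table 1 names them. Over the array, 8730 are unlisted.

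Of the 6 probe sets that the paper calls and that did not pass its thresholds here, At1g69840 passed with quantile normalization (2.01-fold) and without Cvi replicate 3 (2.11-fold), and *MC6* passed without Cvi replicate 3 (2.03-fold) and without L*er* replicate 2 (2.07-fold). At1g71280, At1g78260, *NAC032* and At1g69890 passed under 0 of the alternatives.

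The paper states that *OCT1* had the largest difference in the region. By size *OCT1* ranked 3 here, after At1g70080 and At1g73260, and it ranked 2 without Cvi replicate 2 and 3 under each of the other alternatives. Among the probe sets higher in Cvi it ranked 1. These ranks leave out probe sets of the interval that the annotation does not list, apart from those of Table 1. The order of these 3 genes is not settled here, since the confidence interval of the *OCT1* difference (2.48 to 4.24) includes the size of the differences of both other genes (4.18 and 3.53), and the *OCT1* signal of L*er* (4.82) and the At1g70080 signal of Cvi (4.12) lie below 5.37, the bound of the third of probe sets with the lowest signals, so that both folds depend on the background.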

Other observations

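In this part both tests of the folds of Table 1 and the comparison of control genes between the Cvi arrays were chosen only after the result was seen. The test of an admixture was written after the correlations between arrays and the *OCT1* signal of each array had been seen, but before its own value was, and the other tests were planned.

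Beyond the genes described above, further genes with the largest differences between the accessions went either way. Lower in Cvi were the peroxidase gene At1g34510 at −5.66, At3g22570 at −5.25, the terpene synthase gene At3g29410 at −5.00, At2g39040 at −4.68 and the RNA-binding protein gene At4g13860 at −4.63. Higher in Cvi were At1g58025 at 5.40, At4g03156 at 5.24, At4g19730 at 4.98 and At1g03710 at 4.77. In limma the adjusted p of each was 2.50e-06 or less, and the other genes among the 10 largest of each direction are unnamed here or share a probe set. Except for At3g22570 and At2g39040, the lower mean of each gene named here lay in the third of probe sets with the lowest signals. The sizes of these differences therefore depend on the background.

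Genes of aliphatic glucosinolate synthesis were lower in Cvi, with 3 of 3 named genes called over all probe sets (3 lower when adjusted over the list alone): *UGT74C1* at −0.63, *BCAT4* at −0.59 and *AOP3* at −0.55. As a set against other probe sets they passed camera of limma (adjusted p = 0.0133) and did not with an estimated correlation (adjusted p = 0.141), while fry of limma, which tests the genes against no change, gave an adjusted p of 7.38e-04. Only 3 of 15 listed genes are named, *BCAT4* and *AOP3* each did not pass without L*er* replicate 3 (adjusted p = 0.0819 and 0.0744, and down to 8.64e-04 and 0.0118 over all alternatives), *BCAT4* did not in a fit to the 6 arrays compared (0.0546), and *AOP3* did not without L*er* replicate 1 (0.0509). *UGT74C1* lies on chromosome 2, in a window where the NIL lay nearer to Cvi. It was also lower in the NIL than in L*er*, at −0.89 (adjusted p = 0.0140 from limma). In that comparison *BCAT4* at 0.24 and *AOP3* at 0.38 did not pass. The *AOP3* signal of Cvi, 4.91, lies in the third of probe sets with the lowest signals. For indole glucosinolates, *UGT74B1*, the 1 named gene, was lower at −0.58 (adjusted p = 0.00989 from limma; 1 lower when adjusted over the list alone). In the touch and early wound response, the calmodulin-like gene *CML39* (At1g76640) was lower at −1.16 and is also in Table 1, while *WRKY53* at −0.24, *CML38* at −0.17 and *ZAT10* at −0.06 did not pass (1 lower when adjusted over the list alone; camera adjusted p = 0.0865 and fry adjusted p = 0.0123 from limma). *MKK9*, also of this list, was lower at −2.57 (adjusted p = 2.26e-07 from limma). It is named from Table 1 alone, so the count and the set tests leave it out. For iron deficiency, 1 of 2 named genes was higher, *BHLH101*, and *F6'H1* at 0.33 did not pass over all probe sets (2 higher when adjusted over the list alone). The replication gene *MCM7*, the 1 named gene of cell division, was higher at 0.51 (adjusted p = 0.0127 from limma; 1 higher when adjusted over the list alone; 0.0661 without L*er* replicate 1, and 0.00687 to 0.0661 over all alternatives). Of root hair genes, *EXPA7* at 0.26 and *EXPA18* at −0.02 did not pass (0 when adjusted over the list alone), and *EXPA7* passed without Cvi replicate 1 at 0.39 (adjusted p = 0.0129, and up to 0.518 over all alternatives). The triterpene synthase gene *LUP5* at 0.08 did not pass (0 when adjusted over the list alone). *LUP1*, also of this list, was higher at 1.86 (adjusted p = 1.70e-05 from limma). It is named from Table 1 alone, so the list leaves it out. The photosynthesis gene *RCA*, of other tissue, was lower at −0.47 (adjusted p = 0.0467 from limma; 1 lower when adjusted over the list alone) and did not pass in 8 of 12 alternatives (adjusted p = 0.00173 to 0.158). Of the reference genes, *GAPC2* at 0.25, *SAND* at 0.14, *TIP41-like* at −0.34 and *UBC21* at −0.76 did not pass (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.614 from limma). *UBC21* passed without Cvi replicate 1 at −0.43 and without Cvi replicate 2 (adjusted p = 0.0131 and 0.0111, and up to 0.182 over all alternatives), and *GAPC2* with log2 of the signal plus 16 (adjusted p = 0.0423, and up to 0.336 over all alternatives).

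Cvi array 1 lay apart from the other Cvi arrays, at least 2-fold from their mean at 1036 probe sets, 247 higher and 789 lower, and the share that was lower rose with the signal, from 0.0176% in the lowest of 4 equal groups of probe sets to 7.86% in the highest. An admixture of L*er* or NIL RNA is argued against, since over 850 probe sets called without it the array lay at a median position of 1.02 between L*er* (0) and the other Cvi arrays (1), with a bootstrap interval of 0.98 to 1.04. RNA degradation or incomplete labelling stays open, since the 3' minus 5' difference (log2) lay above that of both other Cvi arrays for 1 of 3 control genes, actin (2.12 against 1.22 and 1.64), and below it for GAPDH (−1.22 against −0.99 and −0.96) and ubiquitin (1.71 against 1.74 and 2.07). A step of the hybridization or a difference in the pooled tissue was not tested, and both stay open. Between Cvi and L*er* the control genes did not overlap and went both ways. The 3' minus 5' difference was lower in Cvi for actin (1.22 to 2.12 against 2.69 to 2.93) and GAPDH (−1.22 to −0.96 against −0.95 to −0.89). It was higher for ubiquitin (1.71 to 2.07 against 0.96 to 1.25). Whether RNA quality differs between the accessions was not tested. Without this array 850 probe sets were called between Cvi and L*er*, and the *OCT1* difference was 2.85.

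Table 1 gives larger folds than the deposited values for 17 of 19 probe sets, with a median ratio of the log2 folds of 1.23. In the deposited values no single Cvi array reached the paper's *OCT1* fold. The highest lay 4.38 above the L*er* mean, below the 6.18 that the paper's fold makes on the log2 scale. Since the paper's levels are not on the scale used here, this cannot decide whether 1 Cvi array carried the fold in the paper's own values. The paper's levels come from other values than the deposited ones. Its log2 level of *LUP1* in L*er*, 1.9, lies below the log2 of the lowest deposited signal of any array, 4.96 on the linear scale. Low signals were not lowered throughout in the paper's levels. At 4.12 here, the paper's level minus that here was 1.78 for At1g70080 in Cvi and −2.22 for *LUP1* in L*er*. Whether the paper's signal summary tends to lower low and raise high signals could not be decided. Over the 38 levels of Table 1, the paper's level minus that here had a rank correlation with the level here of rho = 0.42 (permutation p = 0.009), between the bounds set for and against it. These levels come from the same genes in both accessions and are not independent, and the level here enters both quantities of the correlation. No biological explanation was tested, since both sets of values come from the same arrays.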
